A study of Apis mellifera with 27 samples. Its data were reported in "Chromatin accessibility-based characterisation of brain gene regulatory networks in three distinct honey bee polyphenisms" (2022).

How the data were processed

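Chromatin immunoprecipitation and sequencing (ChIP-seq) was carried out by the authors on brains of newly emerged adult honey bees (Apis mellifera) of 3 kinds: queens and workers, which are female, and drones, which are male. These kinds are called castes here. Antibodies against 4 histone modifications were used: H3K27ac and H3K4me3, which are commonly found at active regulatory sequence and active gene starts, H3K4me1, which is commonly found at enhancers, and H3K27me3, which is commonly found at repressed sequence. The 12 combinations of caste and mark had 2 libraries each, every library coming from a pool of brains, which gave 24 libraries. There were also 3 input libraries, 1 per caste, for which no file was analysed here. Libraries were grouped by the caste and antibody that their titles state, and replicate numbers were taken from the same titles.

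The authors mapped the reads with BWA (version 0.7.17) to the assembly Amel_HAv3.1 and called peaks in every library separately with MACS2 (version 2.2.7.1), with the genome size set to 270000000 bp. The control used for each library and the other settings were not stated. The deposited lists give for every peak its position, the fold enrichment of its summit over the local background, and the −log10 of the p-value and of the q-value. The lowest −log10 q in each of the 24 lists lay between 2.00 and 2.02, so the lists end at a q-value threshold that was the same in every library. A fold is the authors' own value for a peak and served only to describe, rank or filter peaks within a list. No read counts or coverage were analysed here, so a sequence without a peak is one without a call, which is not the same as one without the mark.

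The number of tags behind every list, called its depth here, was recovered from the deposited values. MACS2 computes the fold as the pileup plus 1 over the local background plus 1, and the p-value from a Poisson distribution with that background. Solving both for the summit gave a whole-number pileup at 99.2% to 100% of the peaks of a library. The lowest background, which MACS2 sets to the genome-wide mean, gave the number of ChIP tags. For this the fragment length was taken to be the width of the shortest peak of the list. The spacing of the backgrounds above it gave the number of control tags. On simulated libraries of 9000 sites the recovered ChIP tags were off by at most 1.6e-05%, the control tags by at most 1.32%, and all pileups came out exactly. The true fragment length and genome size were given there, so these errors do not cover the use of the shortest peak. The recovered tags are those that MACS2 kept when it called the peaks, by default 1 per position and strand, and not the reads sequenced or mapped. A low number is therefore not evidence of little sequencing, and totals of mapped reads were not used here. Peak numbers, widths and folds all depend on depth, and a peak list from a shallow library lacks weak peaks. To measure this, each summit pileup was thinned at random to the lowest recovered depth of its mark, and a peak was kept where the −log10 p after thinning was at least 4. This alternative was chosen after the data were seen. It can only remove peaks, and the noise of the control stays as it was. In simulated lists of 40000 sites that differed in depth alone, it moved the log2 ratio of peak numbers from −0.85 to 0.026. Where 15% of the sites were raised, it gave 0.34 against 0.33 at equal depth. The simulated lists held 1 count per site over a flat background. A real summit is the highest of many positions, and thinning does not choose it anew. Thinning may thus remove too many peaks from deeper libraries, which the simulation could not show.

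Coordinates and gene names came from a RefSeq gene table of the same assembly with 12398 genes, of which 12255 lie on the 16 placed chromosomes. That table gives the span of every gene without strand, exons or transcription start sites. The features planned before the data were examined (promoter, untranslated region, exon and intron) were for this reason replaced by gene ends (within 200 bp of either end of a gene), gene bodies and intergenic sequence, and a gene end is a transcription start or a transcription end. Marked transcripts became marked genes, regions in introns became regions with their midpoint in a gene body, and a restriction to 1 start site per gene was not run. The chromosomes were taken to end at the last gene or peak, which gave 221 Mb. Deposited peak numbers include unplaced scaffolds. Thinned peak numbers, those with a −log10 q of at least 5 and all other comparisons used the 16 placed chromosomes, apart from those of scaffold peaks themselves. All coordinates are on Amel_HAv3.1 and count from 1.

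Replicate lists were compared by the Jaccard index, which is the number of base pairs covered in both libraries divided by the number covered in either. For each caste and mark a consensus was formed after the study's rule, in which a peak was kept where it overlapped a peak of the other replicate by at least 1 bp and kept peaks were merged. Feature enrichment is the share of consensus midpoints in a feature over the mean share after 1000 circular shifts along the chromosomes, with a two-sided permutation p. Co-occurrence of 2 marks was measured as an odds ratio over bins of 1000 bp with Fisher's exact test, and bins are not independent replicates. Chromatin states are the 15 combinations of marks on union regions, which are the consensus peaks of the 4 marks of a caste merged where they overlap. Their error comes from states built from the replicate 1 libraries and from the replicate 2 libraries alone. Caste-specific regions are merged regions of a mark with a peak in both libraries of a caste and in none of the libraries they are compared with. Their number was set beside the number given by the other ways to choose 2 of the 6 libraries, or to part the 2 queen and 2 worker libraries into pairs. Among the 15 choices of 2 libraries, 1 is the drone pair, 12 mix castes, and the others are the queen pair and the worker pair, which are castes themselves. A gene counted as marked where it overlapped a consensus peak with a fold above 3. Tests between castes were exact permutation tests over the 15 ways to pair the 6 libraries of a mark, whose smallest p is 0.0667, so that no difference between castes in these tests can reach 0.05. Adjusted p-values follow Benjamini and Hochberg over the family named. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

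The tests, the grouping, the rule for named genes and all alternatives other than the 3 given here were fixed before the data were examined. The rule names, for H3K27ac and H3K4me3, the gene at or nearest to the 2 regions with the highest fold among those with a peak in both libraries of 1 caste and in none of the 4 others, ranked by the lower of the 2 libraries. It also names regulatory genes the study discusses, where the gene table holds the name, and 3 of 18 spellings sought were found. The alternatives planned were a −log10 q of at least 5, an equal number of peaks in each library of a mark, an overlap of at least 50% of the shorter peak, gene ends of 1000 bp, base pairs in place of peaks or regions, shares of overlapping peaks in place of the Jaccard index, bins of 200 bp, union regions in place of bins, an expectation from circular shifts, a fold above 2 or no minimum, a replicate block, and leaving out each library in turn. Fits that left out a library are counted apart where an alternative is named as the one that moved a result most. Those added after the data were seen were the thinning, the weighting of genes by their listed transcripts and the restriction to gene bodies. A group left with 1 library used all peaks of that library as its consensus, so leaving out a library adds peaks to its group.

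The steps were tested on simulated data. With 15% of peaks missed at random in each of 20000 simulated sites, 700 of 990 planted drone-only regions were counted, and with no peaks missed all 990 were. The split by caste ranked 2 with no peaks missed and 3 with 15% missed. The rank thus did not place it first in these simulations, although caste-specific regions had been planted. All 15 chromatin states had their planted numbers at 20000 sites. For 6000 simulated peaks with 30% placed at gene ends the log2 enrichment found was 2.95 against 3.08 planted, and for 6000 peaks placed at random it was 0.014 with a permutation p of 0.883.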

Results

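The data were lists of peaks of 4 histone modifications in brains of newly emerged honey bee queens, workers and drones. Each caste and mark had 2 libraries from separate pools of brains. The number of ChIP tags behind a list, given in M (mega, as in Mb), ranged from 4.20 M in drone H3K4me3 replicate 2 to 25.1 M in queen H3K4me1 replicate 1. In each of the 4 marks both drone libraries held fewer tags than all 4 female libraries. The gap was widest for H3K4me3, with 4.71 M tags ± 0.720 (SD, n = 2) in drone against 16.5 M ± 4.15 in queen and 17.4 M ± 2.997 in worker. For H3K27ac the means were 9.78 M in drone, 14.96 M in queen and 20.8 M in worker. For H3K27me3 they were 9.32, 15.2 and 14.3 M tags, and for H3K4me1 13.4, 24.1 and 15.8 M tags, in the same order. The recovered number of control tags was the same for the 8 libraries of a caste to within a few percent and differed between castes. It was 27.7 M ± 0.0608 (SD, n = 8) in queen, 35.6 M ± 0.0944 in worker and 42.7 M ± 0.673 in drone. These are tags used in peak calling and not reads sequenced. In these libraries drone was thus confounded with fewer ChIP tags, and each caste with the number of its control tags.

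The lists were first compared by the number of peaks per caste. H3K27ac had 24617.5 peaks ± 1651 (SD, n = 2) in queen, 23963.5 ± 3242 in worker and 22287 ± 1245 in drone. H3K27me3 had 24023 peaks ± 884 in queen, 23034 ± 1741 in worker and 23418.5 ± 952 in drone. For H3K27me3 the castes differed by less than the spread between replicates. For H3K27ac this held except for drone against queen, where both drone libraries had fewer peaks than both queen libraries (log2 ratio −0.14, within-caste SD 0.089, and −0.045 with an SD of 0.10 after thinning). H3K4me1 had 22389.5 peaks ± 1877 in queen, 13272.5 ± 1128 in worker and 20304 ± 1865 in drone. H3K4me3 had 9470.5 peaks ± 763 in queen, 7787.5 ± 1529 in worker and 4639 ± 1093 in drone. The log2 ratio of the drone mean to the mean of the 4 female libraries was −0.12 for H3K27ac, −0.0068 for H3K27me3, 0.19 for H3K4me1 and −0.90 for H3K4me3, with a within-caste SD of 0.13, 0.078, 0.13 and 0.27. Exact permutation tests of the 3 castes gave two-sided p-values of 0.533, 0.733, 0.133 and 0.0667, the last being the smallest that 15 pairings allow. Adjusted over the 4 marks these exact p-values were 0.711, 0.733, 0.267 and 0.267. Thinning to the lowest depth of the mark moved this result most. The log2 ratio became 0.035 for H3K27ac, 0.23 for H3K27me3, 0.48 for H3K4me1 and −0.26 for H3K4me3, with a within-caste SD of the thinned numbers of 0.14, 0.12, 0.12 and 0.21. Both drone libraries then had more peaks than all 4 female libraries for H3K27me3 (21116 and 23224 against 16659 to 19994) and for H3K4me1 (17436 and 20266 against 10772 to 16211). Thinning may remove too many peaks from the deeper female libraries, so these shifts towards drone may come from the method. For H3K4me3 the drone libraries had 5257 and 3726 peaks and the female libraries 4424 to 6192, so that single libraries overlapped. Thinned numbers leave out unplaced scaffolds, which held 139 of the 3866 deposited peaks of drone H3K4me3 replicate 2.

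**Figure D1:**
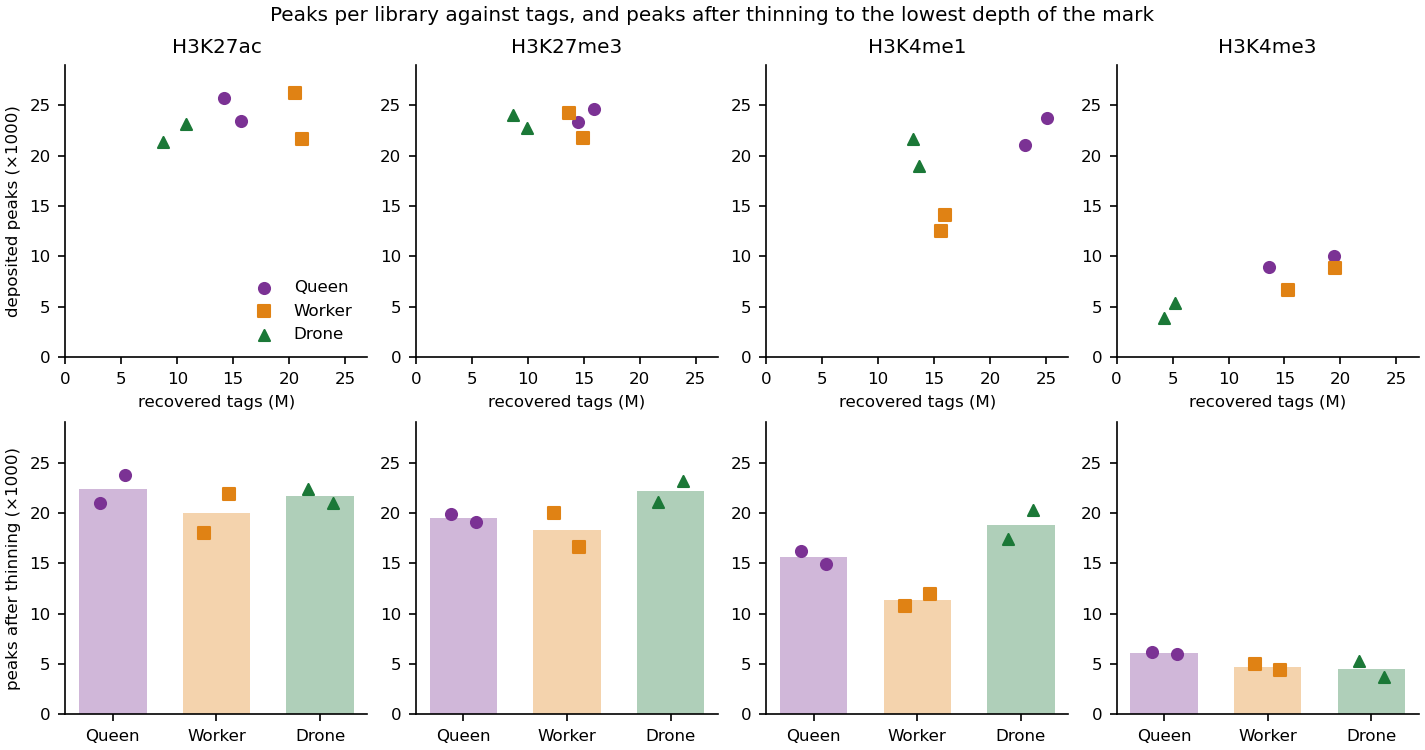
Upper panels show deposited peaks (×1000) against recovered ChIP tags (M) with 1 point per library. Lower panels show peaks on placed chromosomes after thinning to the lowest depth of the mark, with bars for the mean of 2 libraries. Drone H3K4me3 libraries had 4.20 and 5.21 M tags, and after thinning their mean was 4491.5 peaks against 4687 in worker and 6081 in queen.

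Between the castes taken in pairs, both drone H3K4me1 libraries had more peaks than both worker libraries (log2 ratio 0.61, within-caste SD 0.13), and the ratio was 0.73 after thinning. Both queen H3K4me1 libraries also exceeded both worker libraries (log2 ratio 0.75, and 0.46 after thinning). For drone against queen the H3K4me1 libraries overlapped, with a log2 ratio of −0.14 (SD 0.13). After thinning that ratio had the opposite sign, 0.27 (SD 0.12), which may come from the loss of too many peaks in the deeper queen libraries. Both queen H3K4me3 libraries exceeded both worker libraries (log2 ratio 0.28, SD 0.22, and 0.38 with an SD of 0.085 after thinning). For H3K4me3 the drone to queen ratio was −1.03 and −0.44 after thinning, and the drone to worker ratio was −0.75 and −0.061 after thinning. Among the widths, drone H3K4me3 peaks had medians of 426 and 434 bp against 335 to 370 bp in the female libraries.

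Whether pools of the same caste share more peaks than pools of different castes was asked with the Jaccard index. Pairs of the same caste had a mean index of 0.717 ± 0.0631 (SD, n = 3 pairs) for H3K27ac, 0.697 ± 0.0422 for H3K27me3, 0.392 ± 0.0846 for H3K4me1 and 0.644 ± 0.0255 for H3K4me3. The 12 pairs of different castes had a mean of 0.616 ± 0.0317, 0.597 ± 0.0459, 0.212 ± 0.05002 and 0.524 ± 0.0752. The difference was 0.101, 0.0999, 0.179 and 0.119, and in each mark the pairing by caste gave the largest difference of the 15 pairings (exact permutation test, one-sided p = 0.0667, adjusted 0.0667, which is the smallest the design allows). The alternative that moved this most was the share of overlapping peaks in place of the index, which gave 0.0872 for H3K4me3. For H3K27ac the index of the queen pair was 0.644, below the highest index of libraries of different castes, 0.666, and without queen H3K27ac replicate 2 the difference rose to 0.152. The recovered control tags point to 1 control per caste. Libraries of the same caste would then share the noise of that control, which may make their lists alike without a difference in the mark. This was not tested. For H3K4me1 the agreement of replicates was low in absolute terms, with an index of 0.455 in queen, 0.296 in worker and 0.424 in drone. Of 47384 merged H3K4me1 regions, 39.7% had a peak in 1 library and 4.58% in all 6. For H3K27ac these shares were 21.5% and 36.0% of 33289 regions, for H3K27me3 27.1% and 30.7% of 35954, and for H3K4me3 39.0% and 21.3% of 14384. Consensus lists held 18704, 19670 and 18267 H3K27ac peaks in queen, worker and drone. They held 19542, 17105 and 18148 H3K27me3 peaks, 14777, 6507 and 12595 H3K4me1 peaks, and 6952, 5288 and 3409 H3K4me3 peaks, in the same order.

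The position of the marks relative to genes was described next. Gene ends, that is 200 bp on either side of either end of a gene, made up 4.06% of the placed chromosomes, gene bodies 74.0% and intergenic sequence 21.9%. Consensus H3K4me3 midpoints lay at gene ends in 12.01% of cases in queen, 11.5% in worker and 12.9% in drone, a log2 enrichment over circular shifts of 1.57, 1.51 and 1.67. For H3K27ac the shares were 6.67%, 6.34% and 7.22%, with a log2 enrichment of 0.72, 0.65 and 0.83. H3K27me3 was depleted there, at 1.20%, 1.18% and 1.18%, a log2 value of −1.76, −1.79 and −1.77, and so was H3K4me1, at 2.06%, 2.37% and 2.10%, a log2 value of −0.98, −0.78 and −0.95. Replicate SDs of these log2 values lay between 0.00 and 0.12. Gene ends of 1000 bp moved the values at gene ends most, to −1.01 from −1.79 for worker H3K27me3. Intergenic sequence held 38.6% of H3K27me3 consensus midpoints in each caste (log2 0.82), and 4.99% to 7.81% of those of H3K4me3 (log2 −2.14 in drone, −1.74 in worker and −1.49 in queen). H3K4me1 lay in gene bodies in 81.6%, 82.6% and 79.7% of cases in queen, worker and drone (log2 0.14, 0.16 and 0.11). All 36 adjusted p-values of the permutation tests (two-sided) were 0.0020, the smallest that 1000 shifts can give, and peaks within a library are not replicates. H3K4me3 in gene bodies was slightly enriched in queen, worker and drone (log2 0.12, 0.15 and 0.15) and depleted when gene ends were widened to 1000 bp (log2 −0.52, −0.61 and −1.11), since the wider ends take over part of the gene body.

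Peak coverage of single libraries at gene ends gave the same directions. Coverage at the end itself minus the mean of 1000 bp outside and 1000 bp inside was 2.36 percentage points ± 0.345 (SD, n = 6 libraries) for H3K27ac and 1.49 points ± 0.677 for H3K4me3. It was −0.811 points ± 0.185 for H3K27me3 and −0.754 points ± 0.252 for H3K4me1. All 6 libraries of a mark had the same sign. The smallest contrast of an H3K4me3 library was 0.416 points. The alternative that moved the contrast most was an equal number of peaks per library, which gave −0.564 points for H3K4me1.

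**Figure D2:**
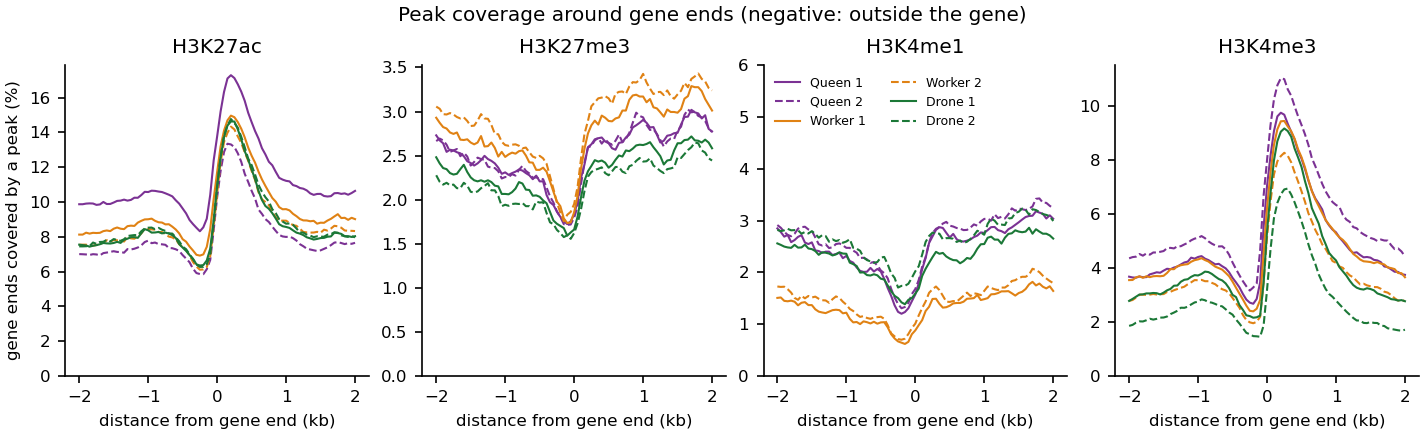
Share of gene ends (%) covered by a peak against the distance from the gene end (kb, negative outside the gene), 1 line per library, with both ends of a gene pooled. At the end itself the mean coverage by H3K27ac was 12.02% in queen, 11.1% in worker and 10.9% in drone.

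Of the 12255 genes on placed chromosomes, 48.5% in queen, 45.8% in worker and 46.4% in drone overlapped a consensus peak of at least 1 mark with a fold above 3. The same shares from single replicate numbers were 51.4% and 48.3% in queen, 46.1% and 46.9% in worker, and 49.0% and 48.5% in drone. Their means were 49.8% ± 2.18 (SD, n = 2), 46.5% ± 0.617 and 48.8% ± 0.358, so that worker lay below queen and drone by more than the spread between replicates, and queen and drone differed by less. These differences were not tested, and drone and not worker was the lowest with a fold above 2 (50.1% against 51.0%) and with no minimum (50.4% against 51.6%). Weighting each gene by its listed transcripts moved this most, to 64.5%, 62.0% and 62.3%. H3K27ac marked 39.0%, 37.4% and 39.6% of genes in queen, worker and drone, and H3K4me3 30.9%, 25.9% and 23.998%. H3K4me1 marked 16.5%, 12.6% and 12.9%, and H3K27me3 8.08%, 7.96% and 6.79%. The drone share for H3K4me3 was 30.5% from replicate 1 and 23.4% from replicate 2. A fold is not comparable between lists, so a minimum of 3 removes a different part of each. The median H3K27ac fold was 3.03 and 3.21 in worker, 3.54 and 3.74 in queen, and 3.94 and 4.04 in drone. For H3K4me3 it was 6.51 and 6.61 in drone and 3.01 to 3.75 in the female libraries.

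The degree to which marks lie together was measured over 220648 bins of 1000 bp. H3K27ac and H3K4me3 co-occurred with an odds ratio of 32.6 in queen, 45.2 in worker and 79.9 in drone, or 5.03 ± 0.22 (SD of 2 replicate numbers), 5.50 ± 0.41 and 6.32 ± 0.26 on the log2 scale. This SD is the spread between the values of the replicate numbers and not an error of the consensus value, which often lay outside both of them. The drone was not the highest with an equal number of peaks per library (6.38, 6.75 and 6.51 in queen, worker and drone) or after thinning (5.66, 6.52 and 6.31). Union regions moved this most in queen and worker, to a log2 odds ratio of 2.504 and 2.54, and gave 3.67 in drone. In drone the expectation from circular shifts moved it most, to a log2 ratio of 2.88, which is of observed over expected bins and not of odds. Of consensus H3K4me3 peaks, 77.5% in queen, 83.5% in worker and 90.3% in drone overlapped an H3K27ac peak. Without worker H3K4me3 replicate 2 the worker log2 odds ratio was 4.28, and without worker H3K4me3 replicate 1 it was 4.87. Without drone H3K4me3 replicate 2 the drone value was 5.64. H3K27ac and H3K4me1 had a log2 odds ratio of 2.48 ± 0.18 in queen, 2.52 ± 0.27 in worker and 3.19 ± 0.0022 in drone. H3K27me3 and H3K4me1 had 1.24 ± 0.10, 1.15 ± 0.16 and 1.75 ± 0.10. H3K27ac and H3K27me3 avoided each other, with −2.33 ± 0.26, −2.92 ± 0.016 and −2.66 ± 0.24. H3K27me3 and H3K4me3 had −0.98 ± 0.09, −1.02 ± 0.14 and −1.97 ± 0.15. The values of the single replicate numbers were −0.59 and −0.47 in queen, −0.22 and −0.41 in worker, and −1.77 and −1.98 in drone. The queen value was −0.57 and −0.58 without queen H3K4me3 replicate 1 and 2, and the worker value −0.48 and −0.14 without worker H3K4me3 replicate 1 and 2, so that the size of this avoidance in the female castes rested on the consensus of both libraries. With an equal number of peaks per library the values were −2.32, −2.38 and −2.10 in queen, worker and drone, and after thinning −1.50, −2.09 and −1.94, so that the drone value was not the lowest in either. H3K4me1 and H3K4me3 had 2.14 ± 0.24 in queen, 2.23 ± 0.46 in worker and 0.82 ± 0.23 in drone. With an equal number of peaks per library the last 3 values were 0.96, 0.79 and 0.99, so that the drone was no longer the lowest. Of the 18 two-sided Fisher tests the largest adjusted p was 4.2e-40, and these tests treat neighbouring bins as independent. Counted within union regions, the sign was opposite for H3K27ac with H3K4me1 and for H3K27me3 with H3K4me1 in all 3 castes, and for H3K4me1 with H3K4me3 in drone, since a union region carries at least 1 mark by construction.

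Chromatin states were counted on 44308 union regions in queen, 39171 in worker and 39788 in drone. H3K27me3 alone was the most frequent state, with 36.4% of regions in queen, 39.3% in worker and 37.6% in drone, followed by H3K27ac alone with 21.3%, 33.4% and 25.8%. H3K4me1 alone made up 12.4%, 5.60% and 9.03%. Of the combinations of marks, H3K4me1/H3K27ac was the most frequent in queen (8.67%) and drone (11.6%), and H3K4me3/H3K27ac in worker (9.03%, against 5.39% for H3K4me1/H3K27ac). In queen this order was the opposite under most alternatives, with 8.70% for H3K4me3/H3K27ac and 7.99% for H3K4me1/H3K27ac after thinning, 9.48% and 7.29% with a −log10 q of at least 5, 7.24% and 6.96% with an equal number of peaks per library, and 9.81% and 5.88% of base pairs. The orders in worker and drone were kept under these alternatives. In worker replicate 2 alone the order was the opposite, with 7.21% for H3K4me3/H3K27ac and 8.77% for H3K4me1/H3K27ac. H3K4me3/H3K27ac made up 7.94% in queen and 6.37% in drone, and H3K4me1/H3K27me3 made up 5.64% in queen, 2.84% in worker and 6.87% in drone. The most affected share was that of H3K27ac alone in queen, which was 31.99% of base pairs.

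In the study, H3K4me1/H3K27ac was the most abundant combination of marks within introns in drones but not in queens or workers. The study also compared this state between castes at accessible regions. Here its share of all union regions was compared, which is another measure, and its rank within introns was not tested. Over union regions it led the combinations in queen too, in an order that most alternatives reversed. The drone share exceeded the queen share by 2.89 points (SD of replicates 0.880) and the worker share by 6.18 points (SD 1.55). Over regions, two-sided Fisher tests gave odds ratios of 1.38 (adjusted p = 4.4e-44) and 2.30 (adjusted p = 4.7e-217), with regions taken as independent, which they are not. Built from single replicate numbers, the share was 12.6% and 13.5% in drone, 9.77% and 9.43% in queen, and 5.67% and 8.77% in worker. Both drone values exceeded all 4 female values, by a mean of 4.63 points (exact permutation test, two-sided p = 0.133, the smallest that 15 splits allow). An equal number of peaks per library moved the difference most, to 1.09 points against queen and 2.18 points against worker. The size of the difference rested on single libraries too. The difference from queen was 0.964 and 0.914 points without queen H3K4me1 replicate 1 and 2, 6.30 and 4.81 points without drone H3K4me1 replicate 1 and 2, 1.38 and 1.70 points without drone H3K27me3 replicate 1 and 2, and 4.37 points without queen H3K4me3 replicate 1. The difference from worker was 2.25 and 3.90 points without worker H3K4me1 replicate 1 and 2, and 9.58 points without drone H3K4me1 replicate 1.

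**Figure D3:**
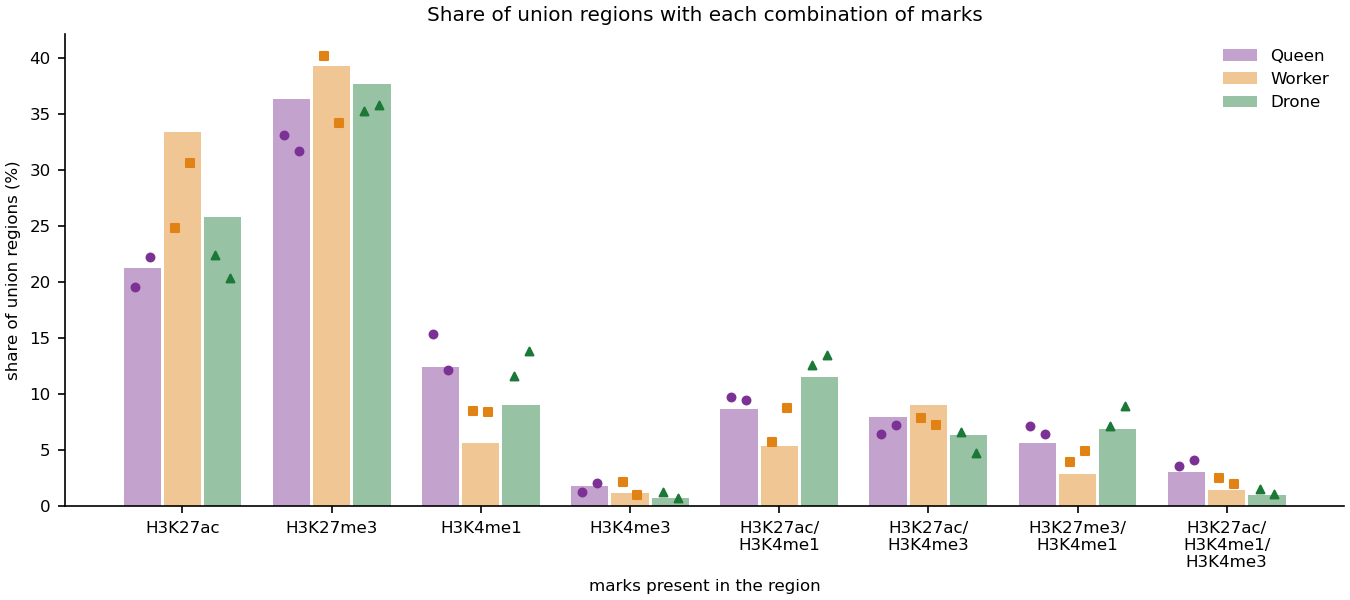
Share of union regions (%) in 8 of the 15 chromatin states for each caste, with bars for the consensus of both replicates and points for each replicate number alone. Points of the H3K27ac/H3K4me1 state lie at 12.6% and 13.5% in drone, above the female points, which reach up to 9.77%.

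Regions that separate castes were counted to ask how many sites carry a mark in 1 caste only. For H3K27ac, 912 regions had a peak in both drone and no female library, and 1426 had a peak in all 4 female and no drone library. The sum, 2338, was the largest of the 15 choices of 2 libraries, with 468 as the largest count among the 12 choices that mix castes. For H3K27me3 the counts were 1444 and 1115, the sum 2559, and the largest mixed choice gave 467. For H3K4me1 they were 4161 and 1427, the sum 5588, and the largest mixed choice gave 813. In these 3 marks the drone split ranked 1 of 15 (exact p = 0.0667, one-sided, the smallest possible). For H3K4me3 there were 79 drone-only and 693 female-only regions. Their sum, 772, ranked 2 of 15 (exact p = 0.133, one-sided), behind the queen pair with 1088, and the largest mixed choice gave 424. The choices compared with the drone pair include the queen pair and the worker pair, which are castes as well. If each caste had 1 control, the 12 choices that mix castes never share one. Noise of a shared control may thus add to the counts by caste. The alternative that moved these sums most relative to the mean of the other choices was an equal number of peaks per library for H3K4me3, with a log2 ratio of 3.01 against 1.97. After thinning there were 1199 drone-only and 921 female-only H3K27ac regions, 1928 and 587 for H3K27me3, 4862 and 928 for H3K4me1, and 139 and 182 for H3K4me3, so that the excess of female-only over drone-only regions was not kept for H3K27ac. It was not kept for H3K4me3 with an equal number of peaks per library, which gave 188 drone-only and 160 female-only regions. The rule is looser when a library is left out. Without drone replicate 1 and without drone replicate 2 of the mark the drone-only counts were 1518 and 2321 for H3K27ac, 3566 and 3029 for H3K27me3, 9544 and 7238 for H3K4me1, and 173 and 428 for H3K4me3. Female-only counts were 2199 for H3K27ac without drone replicate 1, 1880 and 1701 for H3K27me3 without drone replicate 1 and 2, 2323 and 2474 for H3K4me1 without worker replicate 1 and 2, and 1284 and 1447 for H3K4me3 without worker replicate 2 and drone replicate 1. Without drone H3K4me3 replicate 2 the drone split gave fewer H3K4me3 regions than the mean of the other choices (log2 −0.28).

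Between the female castes, 2090 H3K27ac regions had a peak in both queen and neither worker library, and 1710 had the opposite pattern. The other 2 ways to part these 4 libraries into pairs gave 751 and 768 regions in all, against 3800. The counts were 1730 and 1580 for H3K27me3, 5556 and 806 for H3K4me1, and 1309 and 325 for H3K4me3, and in each mark the sum was the largest of the 3 splits (exact p = 0.333, one-sided, the smallest possible). Here too the libraries of a caste probably share a control, while the other splits mix controls. With an equal number of peaks per library the H3K4me1 counts were 2110 and 1713, and the H3K4me3 counts 229 and 175. Leaving out any of the 4 libraries of a mark loosens the rule. Without queen replicate 1 and without queen replicate 2 of the mark the queen regions without worker peaks were 3940 and 4593 for H3K27ac, 3190 and 3626 for H3K27me3, 9750 and 11596 for H3K4me1, and 3277 and 2428 for H3K4me3. The worker regions without queen peaks were then 2754 and 2858 for H3K27ac, 2477 and 2384 for H3K27me3, 1427 and 1271 for H3K4me1, and 549 for H3K4me3 without queen replicate 2. Without worker replicate 1 and without worker replicate 2 they were 4220 and 4248 for H3K27me3, 3751 and 3055 for H3K4me1, and 965 and 2050 for H3K4me3, and without worker H3K27ac replicate 1 they were 3907. Without worker replicate 1 the queen regions were 3408 for H3K27me3 and 2182 for H3K4me3. In all 16 fits without 1 library the sum exceeded the mean of the other splits by a log2 ratio between 0.29, without queen H3K27me3 replicate 1, and 1.35, without queen H3K27ac replicate 2.

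**Figure D4:**
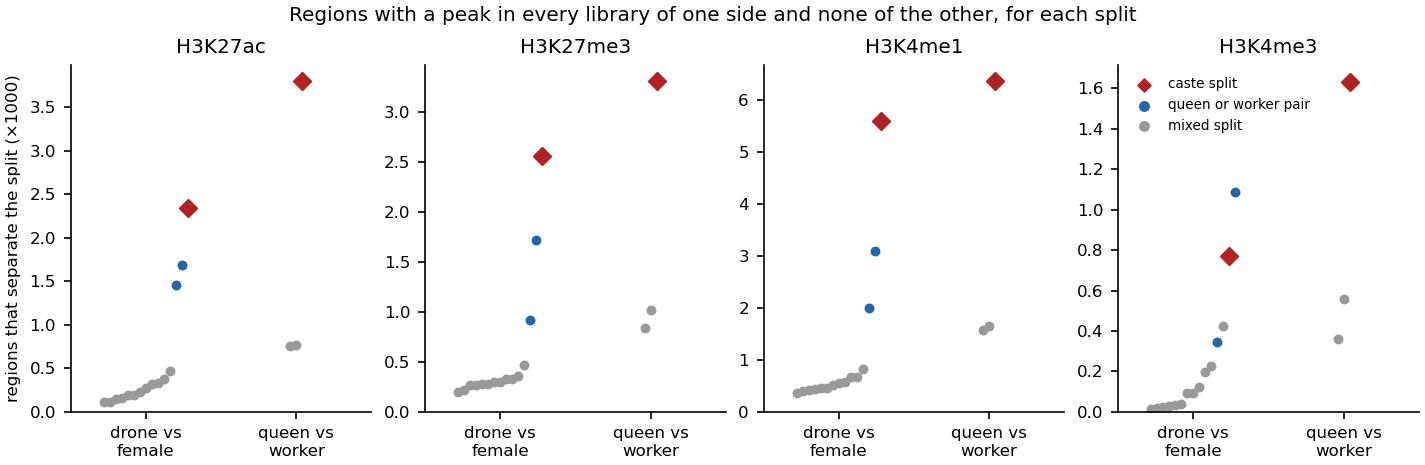
Regions (×1000) with a peak in every library on one side of a split and none on the other, for each choice of 2 of 6 libraries (left in each panel) and each pairing of the 4 female libraries (right). Diamonds mark the splits by caste, which are the highest except for drone against female H3K4me3, with 772 regions against 1088 for the queen pair.

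The caste-only regions with the highest fold were located by the fixed rule. Of 1164 H3K27ac regions with a peak in both queen libraries and no other, the first was on chromosome 5 from 5811137 to 5811506, within the protein-coding gene LOC725732, with a fold of 8.13 and 9.75 in the 2 libraries. The second was on chromosome 9 from 6453338 to 6453672, within Para, with a fold of 8.92 and 7.82. Of 1134 worker-only H3K27ac regions, the first was on chromosome 5 from 9904292 to 9904558, within LOC552805 (fold 4.55 and 5.78), and the second lay within LOC551663 on chromosome 8. Of 912 drone-only H3K27ac regions, the first was on chromosome 1 from 10631235 to 10631484, within LOC725747 (fold 6.19 and 7.02), and the second lay within the long non-coding RNA gene LOC107965599 on chromosome 15. Of 1080 queen-only H3K4me3 regions, the first was on chromosome 1 from 6048694 to 6048974, within LOC725920 (fold 6.44 and 6.24), and the second lay on chromosome 13, 42884 bp from the nearest gene, LOC409257. Of 305 worker-only H3K4me3 regions, the first was on chromosome 3 from 8581156 to 8581407, within LOC408741 (fold 4.40 and 4.41), and the second lay within LOC409212 on chromosome 7 and was lost after thinning. Of 79 drone-only H3K4me3 regions, the first was on chromosome 8 from 10523603 to 10524663, within LOC102655072 (fold 8.08 and 8.13), and the second crossed an end of LOC726339 on the same chromosome. All 12 regions passed a −log10 q of at least 5 in both libraries, and 11 were kept after thinning. Whether they lie in exons or introns was not analysed here, and a fold is not comparable between lists.

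Among the regulatory genes the study discusses, Ecr (chromosome 8, 9626947 to 9747799), Usp (chromosome 9, 7403312 to 7457844) and Mad (chromosome 15, 951021 to 1360467) were found by name. No H3K27me3 peak overlapped these genes in any of the 6 libraries. H3K27ac consensus peaks numbered 39 in queen, 44 in worker and 49 in drone at Ecr, and 53, 78 and 46 at Mad. At Usp there were 26 in queen, 21 in worker and 10 in drone, covering 21.3, 13.8 and 7.22 kb. Single libraries had 29 and 38 peaks at Usp in queen, 22 and 24 in worker, and 18 and 10 in drone, and the drone number was 18 without drone H3K27ac replicate 2. H3K4me1 consensus peaks at Usp numbered 8, 5 and 12 in queen, worker and drone, at Ecr 8, 5 and 15, and at Mad 20, 10 and 16. Single libraries had more, with 15 and 12 at Usp in queen, 10 and 8 in worker and 15 and 16 in drone, 17 and 15, 6 and 13, and 22 and 28 at Ecr, and 35 and 26, 22 and 19, and 24 and 28 at Mad, and these are also the numbers when the other library is left out. The difference between queen and drone at Usp was thus small in single libraries. With a −log10 q of at least 5 the H3K4me1 numbers in queen, worker and drone were 6, 4 and 4 at Usp. They were 6, 1 and 12 at Ecr and 10, 4 and 4 at Mad, so that drone was no longer the highest at Usp. H3K4me3 consensus peaks numbered between 1 and 4 per gene and caste. Single libraries had up to 8, with 8 and 3 at Mad in worker, where the consensus had 2. At Ecr they had 3 and 1 in worker and 4 and 2 in queen, where the consensus had 1 and 2. These numbers come from 2 libraries per caste and were not tested.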

Values the study reported

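The study reported that, of 23,458 transcripts, 54.9% in queens, 57.8% in workers and 56.7% in drones had an enrichment of more than 3-fold relative to input in 1 or more of the marks. For H3K4me3 found together with H3K27ac it gave a Fisher odds ratio above 20 in every caste.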

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

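The tests by thinning of peak numbers, the use of H3K27me3 to gauge the control, and the overlap of scaffold peaks with H3K27ac were chosen after the results they address were seen, while thinning of scaffold peaks and their overlap with H3K4me3 were set before.

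The number of peaks in drone against worker libraries went in opposite directions for 2 marks. The log2 ratio was 0.61 for H3K4me1 and −0.75 for H3K4me3, a difference of 1.36, and both drone libraries lay on the same side of both worker libraries in each mark. It was the only 1 of 18 comparisons of 2 marks between 2 castes with that pattern, and the difference itself was not tested. For H3K4me3 the ratio was −0.061 after thinning (within-caste SD 0.26). Unless thinning removed too many worker peaks, fewer tags in the drone libraries can account for their lower number against worker. Why these libraries held fewer tags was not tested, and fewer tags do not mean fewer reads sequenced. Against queen the H3K4me3 ratio was −0.44 after thinning, from −1.03, with a within-caste SD of 0.25. Fewer tags and caste cannot be told apart for what remains there, because there are 2 libraries per caste. For H3K4me1 the drone libraries held fewer tags than the worker libraries, and the ratio was 0.73 after thinning (SD 0.13), which argues against the number of ChIP tags. A deeper control in drone, 42.7 M tags against 35.6 M in worker, may raise the number of weak peaks in all marks of the caste. The H3K27me3 ratio of drone to worker was 0.27 after thinning (SD 0.15), in the same direction and smaller. It was 0.12 (SD 0.15) for H3K27ac and −0.061 for H3K4me3, both within the spread. Queen, with the lowest number of control tags (27.7 M), also had more H3K4me1 peaks than worker after thinning (0.46, SD 0.094), which a deeper control would not give. Control depth and caste cannot be told apart here, because control tags differed between castes and little within them (41.4 to 43.4 M in drone). That each caste had 1 control is inferred from these numbers, as the control was not stated. Differences in antibody yield were not tested. A difference between drone and worker brains stays open and untested.

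Outside the comparisons on placed chromosomes, 2156 peaks lay on 120 unplaced scaffolds, between 12 and 250 per library. They are noted because no comparison between genes or regions used them. Input libraries were not analysed here, so no background level was at hand. The numbers differed between castes for H3K4me1, with 193 and 148 in queen, 144 and 137 in worker, and 42 and 26 in drone. The drone mean was the lowest in the other marks too, with 107.5 for H3K4me3 against 239 in queen and 187 in worker, 14.5 for H3K27me3 against 33.5 and 67, and 19 for H3K27ac against 37.5 and 28, although single drone and female libraries overlapped for H3K27ac. For H3K4me1 a difference in tags is argued against, since the log2 ratio of drone to worker scaffold peaks was −2.02 after thinning. For H3K4me3 against worker it is not, since the thinned numbers were 69 and 139 in drone against 154 and 133 in worker. Queen then had 196 and 209, above both drone libraries, which argues against tags as the whole cause of that difference. For H3K27me3 the thinned numbers were 16 and 11 in drone, 29 and 30 in queen, and 31 and 90 in worker. Both drone libraries stayed below all 4 female libraries, which argues against tags as the whole cause there too. For H3K27ac this cannot be decided, since single drone and worker libraries overlapped (17 and 21 against 17 and 32). Places where the control of a caste is low would be called in several marks of that caste. Of worker H3K4me1 scaffold peaks, 82.2% overlapped a worker H3K4me3 peak, against 24.2% on the chromosomes, and in queen the shares were 82.1% and 23.1%, which is consistent with such places or with other sequence that both antibodies recover. Only 13.9% of the worker H3K4me1 scaffold peaks overlapped a worker H3K27ac peak, so most were not at places called in every mark. The worker H3K27ac libraries had 21 and 35 scaffold peaks, which bounds this share. The 45.5% on the chromosomes is therefore not a like value. The share overlapping a worker H3K27me3 peak was 46.6%, against 28.1% on the chromosomes. That last overlap was the opposite in queen (18.2% against 26.7%) and drone (4.41% against 26.6%), and the worker H3K27me3 libraries had 36 and 98 scaffold peaks. It is bounded in the same way, as H3K27me3 had 32 and 35 scaffold peaks in queen and 17 and 12 in drone. In drone 13.2% of H3K4me1 scaffold peaks overlapped an H3K4me3 peak, against 4.64% on the chromosomes, while 6.51% of H3K4me3 scaffold peaks overlapped an H3K4me1 peak, against 19.1%. Reads shared between copies of repeated sequence were not tested, as the lists hold no reads, and a difference between castes in these sequences stays open and untested.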

How the results depend on the processing

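Thinning to the lowest depth of the mark, the weighting of genes by transcripts and the restriction to gene bodies were chosen after the data were seen, and all other alternatives were planned. For promoters of 1000 bp, regions in introns and 1 start site per gene, gene ends, gene bodies and genes took their place as described above, and the last was not run.

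The direction of the difference in peak number between drone and the female libraries together depended on thinning in 2 marks. After thinning, the log2 ratio of drone to female peaks changed sign for H3K27ac (0.035) and H3K27me3 (0.23), in both cases from a value within the spread between replicates. The first stayed within the spread of the thinned numbers (SD 0.14), while the second was beyond it (SD 0.12), with both drone H3K27me3 libraries above all 4 female libraries. For H3K4me3 it kept its sign and shrank to −0.26. For H3K4me1 it kept its sign too, while the ratio of drone to queen alone went from −0.14 to 0.27. These shifts towards drone may come in part from thinning itself, which may remove too many peaks from deeper libraries. The number of tags in the drone H3K4me3 libraries, 4.20 and 5.21 M tags, limits any statement about sites that lack this mark in drones. Across the fits that each left out 1 library the H3K4me1 ratio ranged from 0.050, without worker replicate 1, to 0.36, without queen replicate 1. The H3K27me3 ratio changed sign without replicate 1 of queen (0.016), of worker (0.0084) or of drone (0.034). These values are within the spread between replicates (SD 0.078).

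With caste labels permuted only among libraries of the same replicate number (replicate block), exact p-values of peak numbers were 0.667 for H3K27ac, 0.833 for H3K27me3, 0.333 for H3K4me1 and 0.167 for H3K4me3, and that of the H3K4me1/H3K27ac share was 0.222, the smallest this block allows. Libraries of the same number and caste did not deviate together, with a median correlation of −0.00127 over 18 pairs of marks and 0 above 0.1. This gave no sign that the numbers pair the samples. It cannot exclude pairing, since deviations of different marks need not correlate even in the same pool of brains. The block changed no call, as none could be made.

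The higher similarity of libraries of the same caste kept its direction under all 4 alternatives and all fits without 1 library, and the H3K4me3 difference ranged from 0.0862, without drone replicate 2, to 0.145, without worker replicate 2. None of these removes the noise of a control shared within a caste. The contrasts of coverage at gene ends kept their sign under all alternatives run.

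Enrichment or depletion at gene ends kept its sign under all alternatives. Fits without 1 library gave log2 values from 0.60 to 0.75 for queen H3K27ac, 0.54 to 0.61 for worker and 0.73 to 0.82 for drone. They gave −1.75 and −1.75 for queen H3K27me3, −1.78 to −1.75 for worker and −1.81 to −1.78 for drone. For H3K4me1 they gave −1.05 to −1.03 in queen, −0.94 to −0.81 in worker and −0.95 to −0.91 in drone, and for H3K4me3 1.33 to 1.40 in queen and 1.19 to 1.38 in worker. In gene bodies, gene ends of 1000 bp reversed H3K27ac in drone (−0.042) and H3K4me3 in queen (−0.52), worker (−0.61) and drone (−1.11), because the wider ends hold sequence counted as gene body before. Enrichment of H3K27ac in gene bodies of queen and worker no longer passed the threshold there.

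Co-occurrence counted within union regions reversed 7 log2 odds ratios. They were −0.30 in queen, −0.46 in worker and −0.052 in drone for H3K27ac with H3K4me1, −2.12, −1.75 and −1.75 for H3K27me3 with H3K4me1, and −1.37 in drone for H3K4me1 with H3K4me3. Regions without any mark are absent there by construction, which lowers an odds ratio. H3K27ac with H3K4me3 kept its direction under all alternatives, and fits without 1 library gave log2 odds ratios from 4.46 to 5.09 in queen, 4.28 to 5.52 in worker and 5.64 to 6.32 in drone. For H3K4me1 with H3K4me3 the value was 2.79 without queen H3K4me3 replicate 1, 1.58 without worker H3K4me1 replicate 1 and 3.20 without worker H3K4me3 replicate 2.

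The larger H3K4me1/H3K27ac share in drone kept its direction under 6 alternatives against each female caste, from 1.09 to 3.51 points against queen and from 2.18 to 7.34 points against worker. Fits without 1 library gave 0.914 points against queen, without queen H3K4me1 replicate 2, to 6.30 points, without drone H3K4me1 replicate 1, and 2.25 points against worker, without worker H3K4me1 replicate 1, to 9.58 points, without drone H3K4me1 replicate 1. A group left with 1 library keeps all its peaks by construction. Of 105 shares of single chromatin states under other alternatives, 46 moved by more than the spread between replicates, and the cause was not tested.

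The share of marked genes moved with the fold minimum, to 53.2% in queen, 51.0% in worker and 50.1% in drone above 2, and to 54.1%, 51.6% and 50.4% without one, since more peaks qualify. The lowest share was then that of drone in place of worker. Weighted by transcripts it was 64.5%, 62.0% and 62.3%, since marked genes have more listed transcripts. It was 45.6% in drone with a −log10 q of at least 5 and 44.8% in worker after thinning. Fits without 1 library gave 48.2% to 50.9% in queen, 44.8% to 46.8% in worker and 46.2% to 48.0% in drone.

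Counts of caste-specific regions depended on thinning and on the number of peaks. After thinning, female-only regions fell to 921 for H3K27ac, 587 for H3K27me3, 928 for H3K4me1 and 182 for H3K4me3, and drone-only H3K4me3 regions rose to 139. Queen regions without worker peaks then numbered 3110 for H3K4me1 and 723 for H3K4me3, and worker regions without queen peaks 1038 for H3K27ac and 94 for H3K4me3. With an equal number of peaks per library there were 2508 drone-only H3K4me1 regions, 188 drone-only and 160 female-only H3K4me3 regions, 2110 and 1713 H3K4me1 regions in queen and worker against each other, and 229 and 175 for H3K4me3. With a −log10 q of at least 5 there were 2471 drone-only and 879 female-only H3K4me1 regions, and 417 H3K4me1 and 186 H3K4me3 worker regions without queen peaks. The splits by caste gave more regions than the mean of the other splits in all 32 alternatives of this kind, which leave any control shared within a caste in place.

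Leaving out 1 library left the log2 ratio of the drone split to the mean of other splits between 0.97, without drone replicate 1, and 2.18 for H3K27ac. The range was 1.08 to 2.21 for H3K27me3, 1.31 to 2.39 for H3K4me1 and −0.28 to 2.19 for H3K4me3, the lowest value in each of these marks being the one without drone replicate 2. For queen against worker it lay between 0.53, without worker replicate 2, and 1.35 for H3K27ac, 0.29, without queen replicate 1, and 1.14 for H3K27me3, 0.63, without worker replicate 2, and 0.98 for H3K4me1, and 0.44, without queen replicate 2, and 0.77 for H3K4me3. A rule with 1 library in place of 2 is looser by construction, and the cause of the lower ratios was not tested further.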

Other observations

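The tests of shared H3K4me1 and H3K4me3 bins, the test of queen-only H3K27me3 neighbours over 5 kb apart and the comparison with choices of libraries of different castes were chosen after the result was seen, and the tests of the H3K4me1/H3K27ac share and of drone-only neighbours over 5 kb apart were set before.

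H3K4me1 and H3K4me3 shared bins less often in drone, with a log2 odds ratio that was −1.36 relative to the mean of queen and worker. The difference was −0.42 after thinning and 0.12 with an equal number of peaks per library. It may thus come from the different number of peaks called per library. A difference between the sexes was not tested separately and stays open.

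The H3K4me1/H3K27ac share was larger in both drone replicate numbers than in all 4 female values, with a gap of 2.82 points between the lowest drone and the highest female value. The gap was 2.70 points after thinning, which argues against a difference in tags as the whole cause. It was 1.30 points with an equal number of peaks per library, which argues against the number of H3K4me1 and H3K27ac peaks as the whole cause, although the gap was smaller. A deeper control in drone stays open, since the recovered control tags differed between castes and were similar within them, so control and caste cannot be separated. That drone brains carry more regions with both marks is a hypothesis that these data cannot test further.

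H3K27ac and H3K27me3 regions found in 1 caste only tended to lie beside one another. For H3K4me1 the excess of neighbouring pairs was smaller, at 1.59 for queen-only, 1.17 (6 pairs, interval 0.431 to 2.56) for worker-only and 1.99 for drone-only regions. For H3K4me3 it was 1.27 for queen-only and 2.01 (13 pairs, interval 1.07 to 3.43) for worker-only regions, and drone-only regions formed 1 pair. Among the merged H3K27ac regions in order along the chromosomes, neighbouring pairs of drone-only regions were 5.09 times as frequent as their number would give at random, with 127 pairs (95% Poisson interval 4.24 to 6.06, counting error only). The excess was 3.81 for queen-only and 3.55 for worker-only regions. For neighbours more than 5 kb apart the drone excess was 2.54 (17 pairs, interval 1.48 to 4.07), which argues against broad domains split into several narrow peaks as the whole cause. Choices of 2 libraries of different castes together gave an excess of 3.23 (35 pairs, interval 2.25 to 4.50), so stretches that differ between any sets of libraries and caste cannot be told apart with so few pairs.

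For H3K27me3 the drone-only excess was 3.88 (225 pairs, interval 3.39 to 4.42), with 2.76 for queen-only and 2.31 for worker-only regions. It was 1.18 for neighbours more than 5 kb apart (9 pairs, interval 0.539 to 2.24), which is consistent with broad domains that were split into several peaks. For queen-only regions it was 2.22 (13 pairs, interval 1.18 to 3.79), which argues against such domains as the whole cause there, and for worker-only regions 1.46 (15 pairs, interval 0.817 to 2.41). Other causes were not tested for these 2 sets, and a difference between castes stays open. Choices of 2 libraries of different castes together gave 1.29 (17 pairs, interval 0.751 to 2.06), which argues against stretches that differ between any sets of libraries as the cause for drone-only regions. It does not bear on noise of a control shared by the drone libraries. Single drone-only H3K27me3 regions are therefore not independent of one another. The expected number of pairs was corrected after a first value had been seen, and both drone-only values over 5 kb fell with that correction.

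The odds ratio of H3K4me3 with H3K27ac here was 32.6 in queen, 45.2 in worker and 79.9 in drone over bins, while the log2 odds ratio was 2.504, 2.54 and 3.67 over union regions and 4.28 in worker over bins without worker H3K4me3 replicate 2. The values over bins from all libraries lie above the lower bound quoted from the study above, and the others lie below it.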
